A study of Ovis aries with 12 samples.

How the data were processed

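RNA was measured in the anterior leaflet of the mitral valve of adult Dorset sheep, in 12 libraries from 12 animals. Per the labels' protocols, ischemic mitral regurgitation (IMR), a backward leak through the valve that follows damage to the heart muscle, was induced by tying off branches of the circumflex coronary artery, which produces a posterior myocardial infarction (MI). Leaflets were frozen before MI or at 4 or 8 weeks after it, and echocardiography graded the regurgitation. Poly-A RNA was made into libraries with the NEBNext Ultra kit at a sequencing company, per the labels' protocols. The labels record no sequencing batch.

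The deposited values are raw counts, whole numbers per Ensembl sheep gene ID with 1 column per animal, and the authors kept genes without any count. The table held 25197 gene IDs, of which 4854 had 0 counts in every library. The aligner, the counting program, the genome build, the annotation release, strandedness and the handling of reads shared between similar or overlapping genes are not stated in the labels or the file header, so counts of paralogs, overlapping and antisense genes are uncertain. Every column matched 1 sample by its title, which was also its description. The smallest chi-square per degree of freedom between any pair of libraries was 44.9, far above sampling noise, so each library was counted as a separate sample.

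Samples were grouped by the labels for time and regurgitation into 5 groups: pre-MI (n = 3), 4 weeks without IMR (n = 2), 4 weeks with IMR (n = 3), 8 weeks without IMR (n = 2) and 8 weeks with IMR (n = 2). Replicate numbers are the animal numbers in the titles, which restart at each time point. The series description counts 13 animals, while its group sizes add up to the 12 libraries analysed here. It also describes an equal division of animals with and without IMR at each time point, while the labels give IMR in 3 of 5 animals at 4 weeks. The labels were used.

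Counts were scaled with TMM factors (0.717 to 1.19) in edgeR 4.0.16 under R 4.3.3. Low genes were removed with filterByExpr on the 5 groups, which left 14804 genes holding 99.95% of all counts. A quasi-likelihood model (robust dispersion, glmQLFit and glmQLFTest) was fitted to all 12 libraries with 7 residual degrees of freedom, and 11 contrasts were tested with Benjamini-Hochberg adjustment at 0.05 within each contrast. The biological coefficient of variation was 0.535. The standard error of a log2 fold change was its size divided by the square root of the F statistic. CPM are counts scaled to the TMM-adjusted library size, and their log2 values (log2 CPM) used a prior count of 2 for principal components and correlations. The 11 contrasts, the rule for named genes and the settings tried, except voom without weights, the surrogate variable and the count-share covariate, were fixed before the data were examined. Exact permutation tests of library correlations (one-sided, 4 comparisons in the family) and of the correlation across genes between IMR effects at 4 and 8 weeks (two-sided) were added after the data had been examined.

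The rule for named genes took genes with a symbol past the threshold and, where a contrast had none, the 2 genes with the smallest p. Gene names could not be used: the names table (assembly ARS-UI_Ramb_v3.0) carries no Ensembl IDs and matched 0 of the gene IDs, and the deposited file does not pair IDs with names. IDs are therefore printed for 2 contrasts, 2 that rose and 2 that fell. The 10 gene lists planned for set tests (299 symbols), the fixed list of named genes and a cardiac muscle covariate were not analysed here for the same reason, and no check of GC content or gene length was made.

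Total counts ran from 7768007 to 19175100 per library. A count of 0 allows up to 3 counts, which was used as a floor for fold changes. These floors cover counting error only, since reads without molecular identifiers are not independent molecules.

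The model was tested on simulated counts with the means, dispersions and library sizes of the data for 14804 genes, in 3 simulations per fold change with 200 changed genes each. For 4 weeks against pre-MI it recovered 0.167% of genes changed 2-fold, 35.3% of those changed 4-fold and 74% of those changed 8-fold. For IMR at 4 weeks it recovered 0%, 0.667% and 59.5%. Genes were drawn independently, without differences between animals that many genes share, so these rates may not hold for the real libraries.

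Alternatives were DESeq2 1.42.0, limma 3.58.1 voom with and without sample quality weights, other scaling factors (RLE and upper quartile), other filters on low counts, a fit without robust dispersion, fits of only the libraries compared, 3 time groups, the animal number as a block, a surrogate variable from sva 3.50.0, a count-share covariate, and leaving out each library. Their effect is given in the closing section. The figures were drawn with matplotlib 3.10.9.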

Results

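Messenger RNA was counted in mitral valve anterior leaflets of sheep sampled before or after an experimental posterior myocardial infarction, to follow how the leaflet responds to infarction and to the low-grade regurgitation that some animals develop. The 12 libraries comprised 3 pre-MI animals, 5 animals at 4 weeks (3 with IMR) and 4 animals at 8 weeks (2 with IMR). Library totals were 12280027 to 17766607 counts pre-MI and 7768007 and 12414985 counts at 4 weeks without IMR. They were 12056543 to 16871302 counts at 4 weeks with IMR, 12948162 and 17652752 at 8 weeks without IMR, and 12673621 and 19175100 at 8 weeks with IMR. Between 15321 and 17296 genes had counts in each library. The gene with the most counts overall took 1.66% to 10.2% of a library, with the highest share in 4-week replicate 1 without IMR.

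Libraries of the same group were not more alike than libraries of different groups. Across the 14804 genes tested, the Pearson correlation of log2 CPM, computed across genes that are not independent replicates, averaged 0.895 over the 9 pairs within a group (0.835 to 0.952) and 0.898 over the 57 pairs between groups (0.780 to 0.962). The first 4 principal components held 36.4%, 21.5%, 8.51% and 6.89% of the variance. In a one-sided exact permutation test, the mean between-group correlation differed from the mean within-group correlation by -0.00199 for 4 weeks against pre-MI (p = 0.464, adjusted p = 0.667, 56 splits). The difference was 0.0160 for 8 weeks against pre-MI in the exact permutation test (p = 0.886, adjusted p = 0.886, 35 splits). It was -0.00622 for 8 weeks against 4 weeks by exact permutation (p = 0.294, adjusted p = 0.667, 126 splits), and 0.00581 for IMR within time by exact permutation (p = 0.5, adjusted p = 0.667, 60 splits). The 4 tests form one family. Keeping only genes with a mean CPM of at least 5 moved the value for 4 weeks against pre-MI to 0.00301 and so changed its sign.

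**Figure D1:**
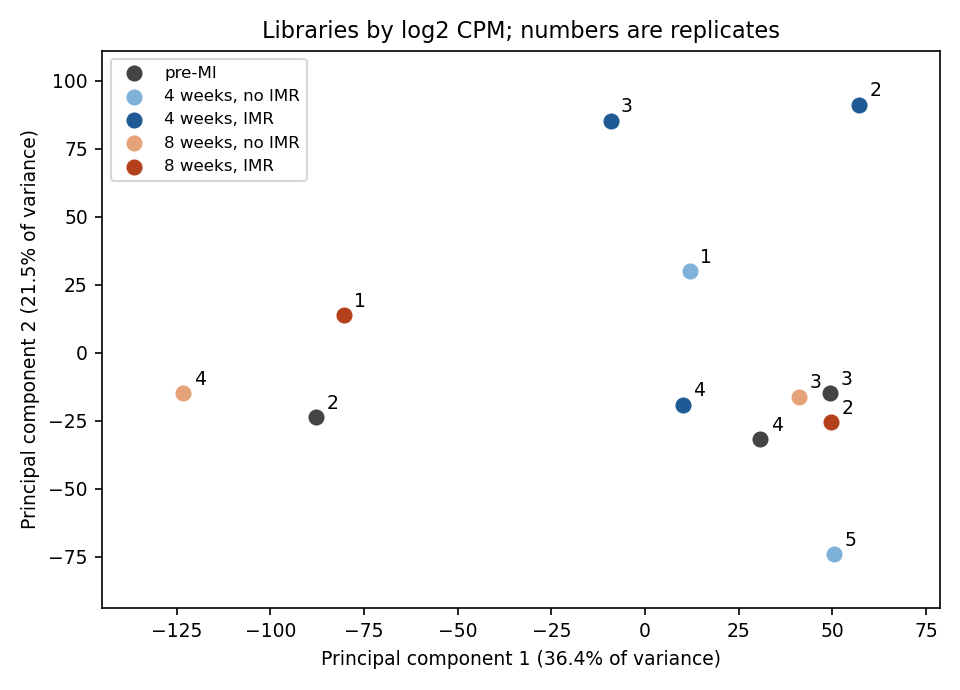
Each point is a library, placed by its first (x axis, 36.4% of variance) and second (y axis, 21.5%) principal component of log2 CPM, in component units, coloured by group and numbered by replicate. On the first component, 3 libraries from 3 groups lie at -80.4 or below and the other 9 lie at -9.19 or above.

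The first question was whether infarction changed leaflet expression by 4 weeks. With the mean of both 4-week groups (n = 5) set against pre-MI (n = 3), 0 of 14804 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p was 0.806. At an unadjusted p under 0.05 there were 702 genes, 451 higher and 251 lower, where 5% of the genes tested is 740.2. The arms did not overlap for 645 genes (4.36%, where chance gives 3.57%). Among the alternatives, DESeq2 moved the number passing the adjusted threshold most, to 41 genes, and voom with sample quality weights moved the unadjusted count most, to 1840 with 0 passing. Leaving out 4-week replicate 4 with IMR raised the unadjusted count to 1486 and leaving out 4-week replicate 5 without IMR raised it to 1168, while leaving out 4-week replicate 2 with IMR lowered it to 445.

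The genes with the smallest p for 4 weeks against pre-MI were named as the rule required, though neither passed the adjustment. ENSOARG00000004016 had 8.38 ± 2.35 CPM (SD, n = 5) at 4 weeks and 2.03 ± 0.355 CPM (SD, n = 3) pre-MI, with counts of 64 to 142 against 24 to 48. Its log2 fold change was 2.07 with a standard error of 0.37 and an edgeR adjusted p of 0.806. It was higher in 5 of 5 libraries at 4 weeks than in any pre-MI library, and lay at 3.48 and 4.13 CPM on average in the 8-week groups without and with IMR. ENSOARG00000003055 had 4.64 ± 4.11 CPM (SD, n = 5) at 4 weeks and 15.8 ± 3.14 CPM (SD, n = 3) pre-MI. Its log2 fold change was -2.53 with a standard error of 0.45 and an edgeR adjusted p of 0.806, and it was lower in 5 of 5 libraries. This value weighs equally the 4-week groups without IMR (1.06 CPM on average) and with IMR (7.03 CPM), and a fit of 3 time groups gave -1.75. DESeq2 passed both genes, with adjusted p of 5.85e-04 and 0.00108; over all other alternatives the adjusted p of ENSOARG00000004016 and that of ENSOARG00000003055 each ran from 0.271 to 0.999983.

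The second question was whether a change was present at 8 weeks and whether the time points differed. For 8 weeks (n = 4) against pre-MI (n = 3), 0 genes passed in edgeR. An unadjusted p under 0.05 was found for 286 genes, 161 higher and 125 lower, below 5% of the genes tested (740.2). Over 35 splits of these libraries, fitted alone, the median count was 508 and the largest 3662. The 740.2 is thus a reference and not a level that chance holds to. The arms did not overlap for 532 genes (3.59%, where chance gives 5.71%). Leaving out pre-MI replicate 2 raised the unadjusted count to 580, and leaving out 8-week replicate 3 without IMR raised it to 643. The direct test of 8 weeks (n = 4) against 4 weeks (n = 5) also passed 0 genes in edgeR, with a smallest adjusted p of 0.676. It had 1066 genes at an unadjusted p under 0.05, 592 higher and 474 lower at 8 weeks, and 303 genes whose arms did not overlap (2.05%, where chance gives 1.59%). That unadjusted count moved to 1729 without 4-week replicate 4 with IMR, 1879 without 8-week replicate 3 without IMR, 674 without 4-week replicate 1 without IMR, 625 without 4-week replicate 2 with IMR, 519 without 8-week replicate 4 without IMR and 506 without 8-week replicate 1 with IMR. It fell below 5% of the genes tested with either covariate added after the data were examined. It was 696 with 1 surrogate variable and 502 with the count share of the first 37 gene IDs. Under voom without sample weights it was 724, also below 5% of the genes tested and with no covariate. The gene with the smallest p in this contrast had 179 ± 59.2 CPM (SD, n = 4) at 8 weeks and 51.4 ± 32.3 CPM (SD, n = 5) at 4 weeks. Pre-MI it had 154 ± 52.6 CPM (SD, n = 3). Its edgeR log2 fold change for 8 weeks against 4 weeks was 1.85 (SE 0.31, adjusted p = 0.676). The 4-week mean combines 28.2 CPM with IMR (20.9 to 36.2) and 86.3 CPM without IMR (84.7 and 87.9). DESeq2 passed this gene with an adjusted p of 1.56e-04, while the other alternatives gave 0.317 to 0.999987.

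**Figure D2:**
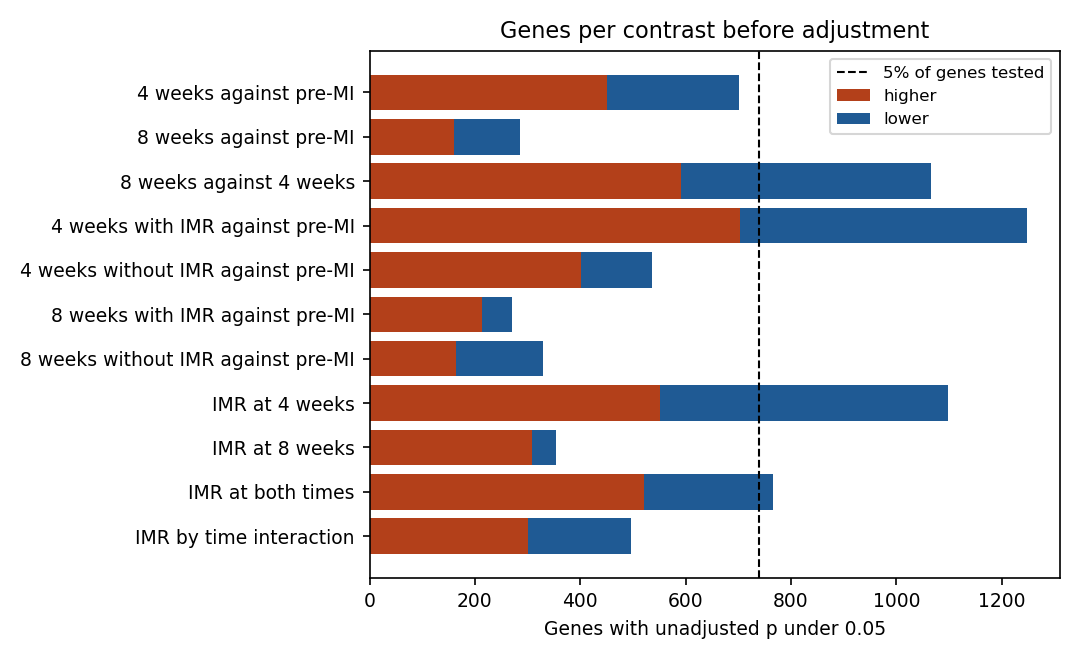
Bars give, for each of the 11 contrasts (y axis), the number of genes with an unadjusted p under 0.05 (x axis), split into higher and lower, and the dashed line marks 740.2 genes, 5% of those tested. The counts run from 271 for 8 weeks with IMR against pre-MI to 1248 for 4 weeks with IMR against pre-MI, and 0 genes passed the adjusted threshold in any contrast.

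Each post-MI group was also set against pre-MI. At 4 weeks with IMR (n = 3 against n = 3), 0 genes passed in edgeR (smallest adjusted p 0.575) and 1248 genes had an unadjusted p under 0.05, 704 higher and 544 lower. The arms did not overlap for 2199 genes (14.9%, where chance gives 10%). This contrast moved most under limma voom with sample quality weights, which passed 2288 genes, while the same model without weights passed 0 and DESeq2 passed 58. Its unadjusted count was 3253 without 4-week replicate 4 with IMR, 425 without 4-week replicate 2 with IMR, 610 without 4-week replicate 3 with IMR and 722 without pre-MI replicate 2. The other group contrasts against pre-MI passed 0 genes in edgeR, with 536 genes at an unadjusted p under 0.05 at 4 weeks without IMR, 271 at 8 weeks with IMR and 329 at 8 weeks without IMR, which rose to 880 without pre-MI replicate 2. Their arms did not overlap for 17.1%, 15.8% and 13.6% of genes, where chance gives 20%.

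Contrasts against the same pre-MI libraries share chance values. The effects at 4 and 8 weeks against pre-MI correlated at r = 0.409 across 14804 genes. The mean was 0.596 in 20 simulations of unchanged groups against those controls, and 100 relabellings of the real libraries ran from 0.126 to 0.933, 86 of them at least as high as observed. The effects with and without IMR correlated at 0.378 at 4 weeks (0.440 in simulation, -0.292 to 0.862 on relabelling, 56 of 100 at least as high). At 8 weeks they correlated at 0.455 (0.405 in simulation, -0.178 to 0.821 on relabelling, 40 of 100 at least as high).

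The third question was whether expression differed with regurgitation among infarcted animals of the same time point. Regurgitation developed in some animals and was not assigned, so the animals with and without IMR may differ in more than regurgitation. At 4 weeks (3 with and 2 without IMR), 0 genes passed in edgeR, with a smallest adjusted p of 0.637 and 1099 genes at an unadjusted p under 0.05, 552 higher and 547 lower. The arms did not overlap for 21.4% of genes, where chance gives 20%. DESeq2 passed 10 genes in this contrast, and voom with sample quality weights passed 0 with 2531 at an unadjusted p under 0.05. The unadjusted count was 3128 without 4-week replicate 4 with IMR, 419 without 4-week replicate 2 with IMR and 484 without 4-week replicate 3 with IMR. At 8 weeks (2 with and 2 without IMR), 0 genes passed in edgeR, 354 had an unadjusted p under 0.05, and the arms did not overlap for 25.6% of genes, where chance gives 33.3%. Over both times (5 with and 4 without IMR), 0 genes passed, with 766 genes at an unadjusted p under 0.05, 522 higher and 244 lower (1214 under voom with sample quality weights, with 0 passing), and 300 genes whose arms did not overlap (2.03%, where chance gives 1.59%). That count was 2165 without 4-week replicate 4 with IMR, 1186 without 4-week replicate 1 without IMR, 461 without 4-week replicate 3 with IMR, 447 without 4-week replicate 2 with IMR and 368 without 8-week replicate 1 with IMR.

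The difference between the IMR effects at 4 and 8 weeks, tested as an interaction, passed 0 genes in edgeR, with a smallest adjusted p of 0.955 and 496 genes at an unadjusted p under 0.05. This count was 1631 without 4-week replicate 4 with IMR, 310 without 4-week replicate 3 with IMR and 270 without 4-week replicate 2 with IMR. Across 14804 genes, which are not independent replicates, the IMR effects at both times correlated at r = 0.0286 (two-sided exact permutation p = 0.933 over 60 splits within time). Leaving out 4-week replicate 2 with IMR changed the sign of that correlation, to -0.0350.

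The genes with the smallest p for IMR at 4 weeks were ENSOARG00000013467 and ENSOARG00000012673, and neither passed the adjustment. ENSOARG00000013467 had 0 counts in both 4-week libraries without IMR, which allows up to 0.337 CPM at 3 counts in the one with the smaller TMM-adjusted size, and 26 to 68 counts in the 3 libraries with IMR (2.91 ± 0.498 CPM, SD, n = 3). The mean with IMR was thus at least 8.64-fold higher in these libraries (edgeR adjusted p = 0.637). Pre-MI libraries had 2.06 ± 0.759 CPM (SD, n = 3) of this gene and 8-week libraries without IMR had 17 and 59 counts. ENSOARG00000012673 had 27.5 ± 4.88 CPM (SD, n = 3) with IMR and 269 ± 256 CPM (SD, n = 2) without, a log2 fold change of -3.29 (SE 0.60, edgeR adjusted p = 0.637), lower in 3 of 3 libraries. Without 4-week replicate 1 without IMR, which had 450 CPM, the log2 fold change was -1.69. Pre-MI libraries had 50.4 ± 12.3 CPM (SD, n = 3) of this gene. The 8-week means were 40.3 CPM without IMR and 58.6 CPM with IMR. DESeq2 passed both genes with adjusted p of 0.0234 and 6.59e-04, while the other alternatives with a test gave adjusted p from 0.0712 to 0.989 for ENSOARG00000013467 and from 0.0790 to 0.989 for ENSOARG00000012673.

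**Figure D3:**
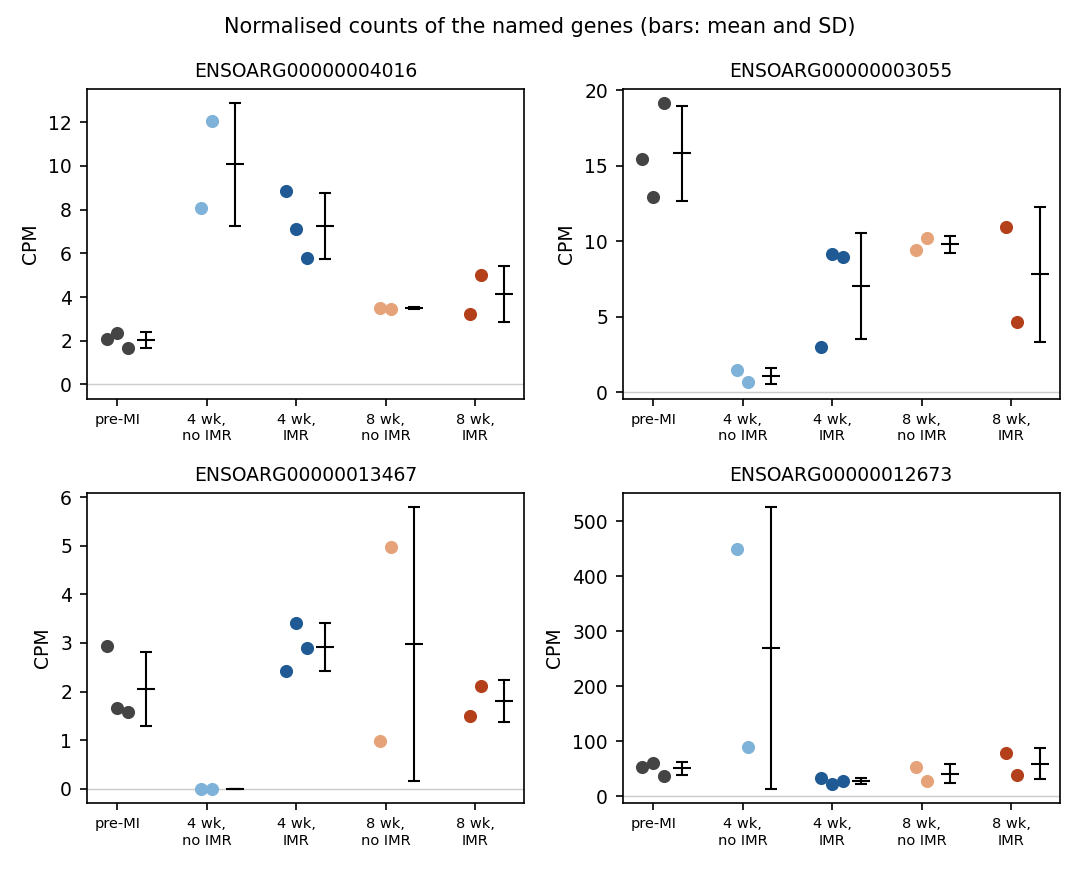
Points are CPM (y axis) per library in each of the 5 groups (x axis), with the group mean and SD beside them, for the genes with the smallest p at 4 weeks against pre-MI (top) and for IMR at 4 weeks (bottom). ENSOARG00000013467 is at 0 CPM in both 4-week libraries without IMR, and ENSOARG00000012673 reaches 450 CPM in one of them.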

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

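The tests on the results in this part were chosen after the values had been seen. A sample was taken as far from its group when its gap to the nearest other library, divided by the group's range, passed Dixon's critical value. Among 26 such comparisons of 4-week and 8-week libraries 3 stood out, where chance gives 1.3.

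In 4-week replicate 1 without IMR, the 10 most abundant genes took 25.2% of counts, against 13.7% to 16.3% in the other 4-week libraries. Without the single most abundant gene of the series, the ratio of gap to range was 0.828, so that gene alone does not account for the distance. The other 4-week library without IMR had 14.2%, so the group label does not account for it either. Which tissue or handling difference lies behind the share was not tested.

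ENSOARG00000012673 had 450 CPM in the same library and 88.3 CPM in the other 4-week library without IMR, against 22.5 to 32.3 CPM in the 3 libraries with IMR. With counts scaled by library totals in place of TMM factors the ratio of gap to range was 0.739, still past the critical value, which argues against the scaling as the whole cause. Absence of regurgitation may contribute, since both libraries without IMR lay above the others, but 1 library carries most of the difference and reads shared with a similar gene were not tested.

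ENSOARG00000004016 had 5.03 CPM in 8-week replicate 2 with IMR, against 3.23 to 3.52 CPM in the other 8-week libraries. Scaling by library totals left a ratio of 0.880. The other 8-week library with IMR had 3.23 CPM, so regurgitation does not set this library apart, and no other biological explanation was tested.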

How the results depend on the processing

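The settings were chosen before the data were examined, except voom without sample weights, 1 surrogate variable and the count share of the first 37 gene IDs as a covariate, which were chosen after seeing the data. Under RLE or upper quartile factors, other filters (20343 genes without a filter, 11031 with a mean CPM of at least 5), a fit without robust dispersion, only the libraries compared, 3 time groups and the added settings, edgeR and unweighted voom passed 0 genes in each contrast they were run on.

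DESeq2 passed 41 genes for 4 weeks against pre-MI, 2 for 8 weeks against pre-MI, 23 for 8 weeks against 4 weeks, 58 for 4 weeks with IMR against pre-MI, 15 for 4 weeks without IMR against pre-MI, 3 for 8 weeks with IMR against pre-MI and 10 for IMR at 4 weeks; for 8 weeks without IMR against pre-MI, IMR at 8 weeks, IMR over both times and the interaction it passed 0, with 482, 463, 975 and 668 genes at an unadjusted p under 0.05. Of its 41 genes 33 were higher, and of its 58 genes 44. Voom with sample quality weights passed 2288 genes for 4 weeks with IMR against pre-MI (985 higher, 1303 lower), 55 of them shared with DESeq2. The cause of the DESeq2 difference was not tested.

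Leaving out 1 library gave 0 to 1 genes for 8 weeks against 4 weeks (1 without 4-week replicate 4 with IMR) and 0 in the other contrasts. The library correlation difference for 4 weeks against pre-MI was 0.00301 with a mean CPM of at least 5. It was -0.0137 to 0.0127 across the fits that each left out 1 library. Across such fits it was -0.0209 to 0.00557 for 8 weeks against 4 weeks and -0.00994 to 0.0287 for IMR within time. For 8 weeks against pre-MI it was 0.00610 to 0.0223 across such fits, and 0.0347 with a mean CPM of at least 5. The correlation of IMR effects was -0.0350 to 0.0669 across such fits. With values this near 0, and no test past its threshold, the sign carries no information; the cause was not tested.

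The replicate block, with the animal number as a factor, passed 0 genes in each contrast, with 576 genes at an unadjusted p under 0.05 for 4 weeks against pre-MI, 964 for 8 weeks against 4 weeks and 450 for IMR at 4 weeks. Deviations of same-numbered libraries correlated at -0.0613 on average over 10 pairs (-0.499 to 0.472, 3 of them over 0.1), so the numbers do not pair the samples.

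Among unadjusted counts and single genes, 28 combinations of a result with an omitted library moved, each given in the report with its contrast, and 17 combinations with another setting moved. Under voom with sample quality weights the unadjusted counts were 1840 for 4 weeks, 534 for 8 weeks, 5349 for 4 weeks with IMR and 483 for 8 weeks with IMR, each against pre-MI, and 2531 for IMR at 4 weeks, 1214 for IMR over both times and 810 for the interaction, while IMR at 8 weeks had fewer than the 354 of edgeR. With a mean CPM of at least 5, which tests fewer genes, they were 164 for 8 weeks, 350 for 4 weeks without IMR, 170 for 8 weeks with IMR and 202 for 8 weeks without IMR, each against pre-MI. The 1066 genes of 8 weeks against 4 weeks became 696 with 1 surrogate variable. They became 502 with the count share of the first 37 gene IDs and 724 under voom without sample weights. These counts all lie below 740.2, which is 5% of the genes tested. IMR at 8 weeks had 218 genes in a fit of only the libraries compared, and the interaction had 304 with the replicate block. The causes were not tested. The 5 single genes in the report passed the adjusted threshold under DESeq2 alone. Leaving out a library where that left 1 in an arm gave no call. The gene list tests and the cardiac muscle covariate were not run, since no IDs carried names.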

Other observations

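The tests on other splits, on sample weights, on the order of gene IDs and on single libraries were chosen after their results had been seen. The tests of library size and scaling on the first principal component were written down before they were run, and that of abundant genes was chosen after its values had been seen.

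Splits of the same libraries other than the study's groups often gave as many genes. Each count of splits here includes the real grouping. In a fit of 4-week and pre-MI libraries alone, the real grouping gave 848 genes at an unadjusted p under 0.05, and 17 of the 56 splits gave as many. The split with the most put 4-week replicate 1 without IMR and 4-week replicates 2 and 3 with IMR against the other 5 libraries, with 4717 genes unadjusted and 1621 passing edgeR's adjusted threshold. For 8 weeks against pre-MI the real grouping gave 365 genes and 25 of 35 splits gave as many. For 8 weeks against 4 weeks it gave 1268 genes, and 24 of 100 drawn splits gave as many. For IMR over both times it gave 766 genes and 29 of 60 splits within time gave as many. For 4 weeks with IMR against pre-MI, 3 of the 10 splits gave at least the real 1248 genes, and 10 splits cannot give a share under 0.1. These counts do not single out the study's groups by time or regurgitation. They cannot tell differences between animals from a response in only some infarcted animals. The 4-week and pre-MI split with the most genes kept every pre-MI library on one side.

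Splits were also counted for DESeq2 in 1 contrast and for weighted voom in 1 contrast, and the genes DESeq2 passed in other contrasts were not put to this test. DESeq2, fitted to the 4-week and pre-MI libraries alone, passed 37 genes for the real grouping, and 14 of the 56 splits gave as many, with genes passing in 49 of the splits. The 2288 genes of voom with sample weights, for 4 weeks with IMR against pre-MI, were reached by 3 of 10 splits, the real one included, and the largest gave 3398. The same model without weights passed 0 genes, so the sample weights may be the source of those calls. The weights were 1.85, 0.382 and 2.83 for 4-week replicates 2, 4 and 3 with IMR and 0.597, 1.61 and 2.63 for pre-MI replicates 2, 3 and 4.

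On the first principal component the values were -87.7, 49.3 and 30.8 for pre-MI replicates 2, 3 and 4, 11.9 and 50.5 for 4-week replicates 1 and 5 without IMR, 57.0, 10.0 and -9.19 for 4-week replicates 2, 4 and 3 with IMR, 41.2 and -123 for 8-week replicates 3 and 4 without IMR, and -80.4 and 49.7 for 8-week replicates 1 and 2 with IMR. A gap of 39.5% of the range thus separated 3 libraries from the other 9. Infarction or regurgitation does not account for it, since 3 groups have libraries on both sides. The gap was 40.5% with every library thinned to 7763865 counts and at least 38.6% with RLE or upper quartile factors, which argues against library size and scaling as the cause. A few genes taking most of the counts would set the share of the 10 most abundant genes apart in those libraries. It was 13.0%, 15.4% and 10.3% in pre-MI replicate 2, 8-week replicate 4 without IMR and 8-week replicate 1 with IMR. Of these 3 shares, 0 lay outside the 10.2% to 25.2% of the other libraries. The 25.2% came from 4-week replicate 1 without IMR, the next highest was 16.3%, and the 3 shares lay below that too. A further check left out 58 genes, namely the first 37 gene IDs of the table and the 10 most abundant genes of each library. The gap was then 39.8% of the range, so those genes did not carry it. A varying share of another tissue in the sample stays open: with 0 gene IDs carrying a name, markers of a tissue could not be read, and the count share of the first 37 gene IDs, given per library next, was highest in the same 3 libraries.

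The first 37 gene IDs of the table, in numerical order, took 5.97%, 2.38% and 0.928% of counts in pre-MI replicates 2, 3 and 4, 0.957% and 1.88% in 4-week replicates 1 and 5 without IMR, 1.22%, 1.84% and 1.63% in 4-week replicates 2, 4 and 3 with IMR, 0.954% and 11.3% in 8-week replicates 3 and 4 without IMR, and 7.14% and 2.04% in 8-week replicates 1 and 2 with IMR. The 3 highest shares, 5.97%, 7.14% and 11.3%, were in the 3 libraries with the lowest values on the first component, and the next highest was 2.38%; with libraries this clustered the relation was not tested. A hypothesis is that these IDs follow the order of the 37 mitochondrial genes in the names table. All 15 positions of genes other than tRNA had counts and 21 of the 22 tRNA positions had none (two-sided Fisher's exact p = 1.71e-09), while the next 37 IDs showed no such relation (Fisher's exact p = 1). The match is consistent with that order, which no ID was matched to directly, and 1 tRNA position does have counts.

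On the second component, 4-week replicate 4 with IMR (-19.1) lay apart from 4-week replicates 2 and 3 with IMR (91.1 and 85.3), and 4-week replicates 1 and 5 without IMR lay at 30.0 and -74.0. Its mean correlation was 0.932 with the 4-week libraries without IMR and 0.911 with the others of its own group, a difference of 0.0216. Its correlation was higher still with 8-week replicate 2 with IMR (0.955) and pre-MI replicate 4 (0.951), so it was not closest to the 4-week libraries without IMR. A mislabelled sample and an animal with a milder response cannot be told apart here, because the test rests on 1 library.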
